A study of Mus musculus with 6 samples. Its data were reported in "Dab2 (Disabled-2), an adaptor protein, regulates self-renewal of hair follicle stem cells" (2024).

How the data were processed

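Hair follicle stem cells (HFSCs) were sorted from the dorsal skin of female mice at postnatal day (PD) 35. The WT mice carried floxed Dab2 alleles without Cre. The Dab2-cKO mice carried the same alleles with a tamoxifen-inducible Cre under the keratin 14 promoter, so the Cre transgene itself was present only in Dab2-cKO. All mice received tamoxifen at 75 mg/kg for 5 days. Skin was treated with trypsin, the epidermal side was separated from the dermis, and cells were sorted with antibodies against CD34 and α6-integrin. The labels call the 3 arrays of each group biological replicates.

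RNA (1 ng) was amplified with the GeneChip WT Pico kit and hybridised to a mouse whole-transcriptome Affymetrix array. The authors deposited log2 signals, 1 value per array row, and the submitters' processing notes name RMA and Affymetrix Expression Console, with no versions. RMA subtracts background, makes the probe distributions of the arrays equal and summarises the probes of a row. Because it sets distributions equal at the probe level, a change in total RNA per cell is not visible in these values, and the medians of the deposited rows still differed between groups. The study analysed differential expression with Transcriptome Analysis Console. A genome build of the array annotation is not given in the sources used here, so no coordinates are printed. No detection calls were used, and precision is limited by the number of arrays.

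The deposited table held 72688 rows, of which 6732 were control rows and were left out of the gene tests. Of the 65956 transcript rows, 31225 named exactly 1 gene, 1525 named several genes and 33206 were unnamed here. Symbols were updated through a RefSeq gene table of assembly GRCm38.p6, used only for names, gene classes and the chromosome a gene lies on, which held 30669 of the 30671 genes. For the 439 genes with more than 1 row, the row with the highest mean over all 6 arrays was taken. Log2 signals ran from 2.15 to 19.93, and between 123 and 183 transcript rows per array lay at the highest value, which is a ceiling. In WT 85 genes, and in Dab2-cKO 79, had values equal to 3 decimals on all 3 arrays, 34 and 29 of them at that ceiling, so the SD of such a gene is not a biological spread.

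Dab2-cKO was compared with WT by limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes on the log2 signals of the 6 arrays and no covariate. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 30671 genes, with a threshold of 0.05. Errors of differences are the moderated standard errors (SE) of limma. Of the 973 entries of 41 gene lists, 852 matched a tested gene. Each list was tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 41 lists. Camera with an estimated correlation and fry were run as alternatives. Fry tests whether the genes of a list move, on balance, one way, without reference to other genes.

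A background level of 7.26 log2 units was taken as the 95th percentile of the mean signals of 1531 olfactory and vomeronasal receptor genes. Where the dimmer group lay below this level, a fold change was computed against the level and is given as "at least". No fold is given where both groups lay below it. This level was used in place of a detection call.

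The gene lists, the rule for named genes and the alternatives listed last, except those said to be added, were fixed before the data were examined. The rule for named genes took Dab2, all members of the 3 lists built from genes the study names, and the 10 largest rises and 10 largest falls among genes past the threshold whose arrays did not overlap and whose brighter group lay above the background level. It left out predicted models, small RNA genes, immunoglobulin and T cell receptor segments, and olfactory and vomeronasal receptors. For every other list it took up to 4 members with the largest differences among those past the threshold, or up to 2 where none passed. Krt15, Itga6, Nfatc1, Sox9, Cdkn1a and Axin2 were singled out after their values were seen. Ctnnb1, Ccnd1, Sirt7 and Dvl2 lie on rows that the annotation also gives to a microRNA gene, and those rows were tested among all 65956 transcript rows as an addition made after seeing the data.

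The limma fit was tested on simulated data for the 30671 genes and the same 3 against 3 comparison, with 200 genes changed. It recovered 94.0% of the genes changed by 2 log2 units, 67.2% of those changed by 1 unit and 25.8% of those changed by 0.5 units. Of 137 calls, 12 (8.76%) were false, which is above the nominal rate of the threshold, and no gene was called when none had been changed. With 1 list shifted, camera called 2 lists, the shifted one among them. The real comparison called 15509 genes, so its Benjamini-Hochberg cutoff on p was less strict. The simulated rates therefore do not give the recovery in the real data.

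Alternatives were the replicate number as a block, each array left out in turn, centring on the median, quantile normalization, a filter on dim genes, all rows, the mean of a gene's rows, eBayes with trend and robust settings, array weights, the methods' t-test, and fold thresholds. Centring on the positive control rows or on the receptor genes, and a test of protein-coding genes alone, were added after seeing the data. Processing of tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.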

Results

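The data are whole-transcriptome array profiles of cells labelled HFSCs from WT and Dab2-cKO mice at PD35, with 3 arrays per group. Some markers of other cells were bright in both groups. Dcn, which fibroblasts express, lay at 15.61 log2 units in WT and 17.26 in arrays labelled Dab2-cKO. Signals below can therefore not be assigned to HFSCs alone. Dab2 is an adaptor protein of clathrin-mediated endocytosis. The comparison addresses which genes differ when Dab2 is deleted in keratin 14-expressing skin epithelium. At PD35 the study describes WT follicles in anagen II, a step of the growth phase (anagen), and Dab2-cKO follicles still in telogen, the resting phase. Genotype and hair cycle phase therefore change together in these arrays. Over all genes, arrays correlated at 0.99 or more within a group (lowest 0.9913) and at no more than 0.9364 between groups.

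The targeted gene was examined first. Dab2 signal was higher, not lower, in the arrays labelled Dab2-cKO. It was 6.52 ± 0.08 log2 units in WT and 8.86 ± 0.09 in the arrays labelled Dab2-cKO (SD, n = 3), a difference of 2.34 ± 0.08 (SE, limma adjusted p = 1.35e-05). All 3 arrays labelled Dab2-cKO lay above all 3 WT arrays. The row summarises probes over the whole transcript, and probes outside the deleted part of the gene check nothing. The Dab2 value goes against the labels, so the groups are named below as they were labelled, and every direction given rests on those labels.

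The largest falls in the arrays labelled Dab2-cKO were in structural genes of the growing hair. The 10 largest were Krtap19-2, Krtap19-5, Krtap19-1, Krtap11-1, Krtap19-9b, Krtap1-5, Tchh, Krt71, Krtap16-3 and Krt31, which encode keratin-associated proteins, trichohyalin and keratins of the hair shaft and inner root sheath. Krt71 was 18.35 ± 0.07 in WT and 7.18 ± 0.14 in arrays labelled Dab2-cKO (SD, n = 3), at least 2180-fold lower (adjusted p = 5.93e-08). Tchh was at least 660-fold lower and Krt31 at least 497-fold lower. Keratin-associated protein genes of a family are close in sequence, and probes may not separate them. Of 25 hair shaft and inner root sheath genes, 24 were lower and none was higher, over all genes and when adjusted over the list alone. The list's median lay 9.92 log2 units below that of all genes, with camera adjusted p = 1.83e-18, and adjusted p = 0.0726 with an estimated correlation. Markers of other cell types moved in the same arrays, with 20 of 22 leukocyte genes higher and 10 of 13 melanocyte genes lower.

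The largest rises were of mixed origin. The 10 largest were Klk1, Krt1, Ccl8, Dusp1, Bst2, Hrc, Klk1b21, Tyrobp, Thbs2 and Pf4. Klk1 and Klk1b21 belong to a family of close sequence, so their probes may not separate them. Krt1, a keratin of suprabasal epidermis, rose from 9.95 ± 0.06 to 17.24 ± 0.76 (SD, n = 3), a 157-fold difference. Ccl8, a chemokine, was 152-fold higher, and Dusp1, an immediate early phosphatase, was 92.6-fold higher. Klk1, a kallikrein, was at least 124-fold higher. Bst2, an interferon-stimulated gene, was at least 86.7-fold higher, and Tyrobp, a signalling adaptor of myeloid cells, was at least 23.6-fold higher.

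**Figure D1:**
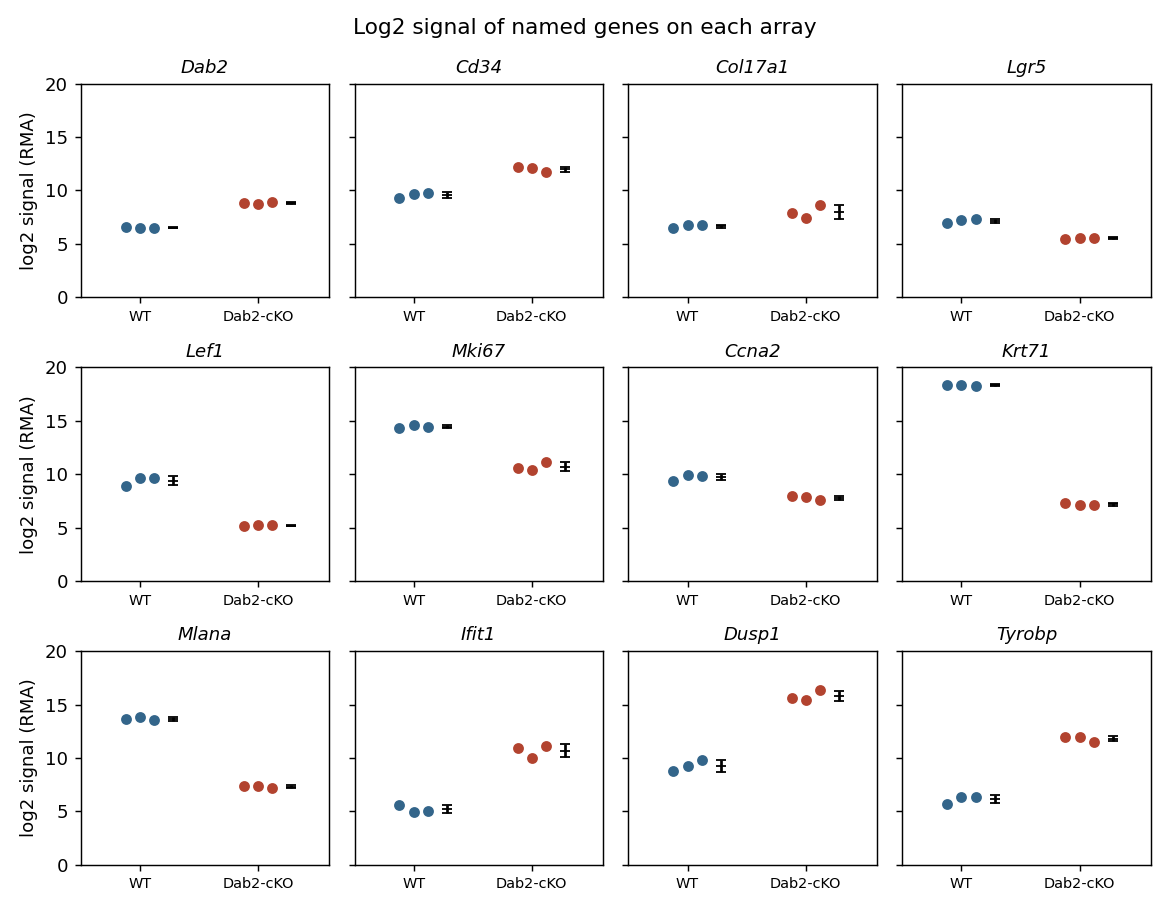
Log2 RMA signal (vertical axis) of 12 named genes on each of the 3 WT and 3 Dab2-cKO arrays, with the mean and SD beside the points. Dab2 lies at 6.52 in WT and 8.86 in the arrays labelled Dab2-cKO, and Krt71 at 18.35 and 7.18.

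Genes of cell division were lower in the arrays labelled Dab2-cKO. Mki67, which encodes the Ki67 proliferation antigen, fell from 14.46 ± 0.12 to 10.71 ± 0.40 (SD, n = 3), a 13.4-fold difference (limma adjusted p = 5.34e-05). Of 65 G2/M and mitosis genes, 60 were lower and none was higher, over all genes and adjusted over the list alone. Centred on the receptor genes, 26 of them were lower and 7 higher, with a median of -0.23 in place of -1.03. Top2a was at least 5.27-fold lower, Plk1 at least 3.90-fold and Ncapg at least 2.42-fold. The list's median lay 0.89 below that of all genes, with camera adjusted p = 4.61e-15, and adjusted p = 0.144 with an estimated correlation. Of 57 G1/S and replication genes, 38 were lower and 2 higher, also when adjusted over the list alone. Centred on the receptor genes, 4 were lower and 25 higher and their median difference turned from -0.47 to 0.32. Relative to all genes the median stayed at -0.34, because centring shifts every gene of an array alike. The camera adjusted p was 9.8e-05, and adjusted p = 0.231 with an estimated correlation. Pcna was 2.42-fold lower, and Gins4, a replication factor gene, was 2.36-fold higher. Of 31 ribosome biogenesis genes, 19 were lower and 1 higher, also when adjusted over the list alone, among them Nop58 (4.04-fold lower) and Ncl (2.82-fold lower). Camera gave adjusted p = 0.000781 for this list and adjusted p = 0.228 with an estimated correlation. The list's median of -0.54 turned to 0.26 under receptor centring, with 4 lower and 14 higher, and stayed at -0.40 relative to all genes. Many of these genes were dim: only 19 of the 65 G2/M genes and 13 of the 57 G1/S genes lay above the background level, of which 18 and 9 were lower. All 16 endothelial genes (4 with a mean above the background level) and 16 of 19 fibroblast genes were higher in the same arrays.

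The study names Wnt pathway and cell cycle genes as reduced on these arrays. That choice was made on the same samples, so the counts here are not independent evidence of a direction. The study also gave qPCR of sorted HFSCs, immunoblots of skin and stains at this age, and sequencing at PD68, none of them examined here. Its Dvl2 result was for protein. All 9 tested cell cycle genes were lower, over all genes and adjusted over the list alone. Ccna2 was 3.83-fold lower, Cdk4 2.14-fold and Ccnd2 1.83-fold. Cdk1 was at least 2.05-fold lower, Ccnb2 at least 1.48-fold and Ccne2 at least 1.15-fold. Ccne1 was 0.89 log2 units lower with both groups below the background level. The fall of Ccne2 (-0.68) turned to 0.11 when arrays were centred on the receptor genes. Camera gave adjusted p = 0.000205 for the list, and adjusted p = 0.144 with an estimated correlation. Lef1, a transcription factor of the Wnt pathway, fell from 9.40 ± 0.43 to 5.19 ± 0.07 (SD, n = 3), at least 4.39-fold, and Runx1 was at least 1.06-fold lower. The Wnt list of these 2 genes, both lower also when adjusted over the list alone, had camera adjusted p = 0.0432, and adjusted p = 0.231 with an estimated correlation. That call also ended when WT replicate 2 (adjusted p = 0.0515), Dab2-cKO replicate 2 (adjusted p = 0.0555) or Dab2-cKO replicate 3 (adjusted p = 0.0505) was left out. The row shared by Ctnnb1, the gene of β-catenin, and Mir7090 was 1.43 ± 0.14 log2 units (SE) lower among all rows (adjusted p = 0.000694). The row shared by Ccnd1 and Mir3962 was 0.76 ± 0.10 lower (adjusted p = 0.0019), which turned to 0.03 when arrays were centred on the receptor genes. The row of Dvl2 and Mir324 differed by -0.08 ± 0.07 (adjusted p = 0.394). This value was above 0 after centring on the median of all transcript rows (0.23), with quantile normalization over those rows (0.22) and under receptor centring (0.71). Both groups lay below the background level (5.95 in WT, 5.87 in arrays labelled Dab2-cKO), so the row says little of Dvl2 RNA. Ccnb1 is not analysed here, as no row names it alone. Centred on the receptor genes, 6 of the 11 tested genes of both lists were lower. Leukocyte genes rose in these arrays (20 of 22).

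No other Wnt list passed the camera test, and many of their genes were dim. Only 1 of 21 ligand and secretion genes and 1 of 16 secreted inhibitors had a mean above the background level. The counts of these lists therefore say little of ligand or inhibitor RNA. Above that level lay 9 of 19 receptors, 10 of 21 transduction genes and 5 of 16 readout genes. Of 21 Wnt ligand and secretion genes, 4 were higher and 6 lower (camera adjusted p = 0.813), the same counts as when adjusted over the list alone. Wnt5a fell by 1.46 and Wnt10b fell by 0.68 on the log2 scale, both with signals below the background level in each group, and the Wnt10b difference turned to 0.11 when arrays were centred on the receptor genes. Wls, which carries Wnt proteins to the surface, was 2.39-fold lower. Of 19 receptors, 2 were higher and 11 lower (adjusted p = 0.121), and 3 and 12 when adjusted over the list alone, with Fzd4 at least 4.64-fold higher and Znrf3 2.19-fold lower. Of 21 transduction genes, 5 were higher and 4 lower (adjusted p = 0.463), and 4 and 2 when adjusted over the list alone. Of 16 secreted inhibitors, 4 were higher and 4 lower (adjusted p = 0.511), and 4 and 5 when adjusted over the list alone, with Dkkl1 at least 1.72-fold higher and Wif1 at least 1.46-fold lower. Of 16 genes commonly used as readouts of β-catenin, 2 were higher and 9 lower (adjusted p = 0.245), and 3 and 9 when adjusted over the list alone. Bambi was at least 5.75-fold lower and Nkd2 2.53-fold lower. The gene Axin2 differed by 0.20 ± 0.07 (SE, adjusted p = 0.0639), and by -0.15 when arrays were centred on the positive control rows. It passed as higher after centring on the median (adjusted p = 0.0087), with quantile normalization (adjusted p = 0.0198) and under receptor centring (adjusted p = 0.000163). The receptor list passed under quantile normalization (adjusted p = 0.0328) and among protein-coding genes (adjusted p = 0.0314). The readout list passed among genes above the background level (adjusted p = 0.0134) and under receptor centring (adjusted p = 0.0313). Each of these camera calls was of a list lower than other genes. Under receptor centring the readout median lay 0.31 below that of all genes. The medians of all 5 of these lists changed sign with the scaling, to 0.41 for the receptors (12 higher, 2 lower) and 0.35 for the readouts (8 higher, 3 lower) under receptor centring. That centring gave 17 higher and 2 lower ligand genes, 19 and 1 transduction genes and 15 and 1 inhibitors, while centring on the positive control rows gave 1 higher and 9 lower, 0 and 8, and 2 and 8. All 16 endothelial genes were higher in the same arrays, 4 of them with a mean above the background level.

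Of 29 bulge stem cell genes, 14 were higher and 8 lower, and 16 and 9 when adjusted over the list alone. Only 6 of them had a mean above the background level, and all 6 were higher. Cd34, whose protein was used in the sort, rose by 2.45 ± 0.17 log2 units (SE, limma adjusted p = 0.000142), a 5.47-fold difference. Which cells gave this signal was not tested. In the same arrays all 16 endothelial genes were higher, 4 of them with a mean above the background level. Itga6, the gene of the other sorted antigen, was 1.10 ± 0.09 higher (SE). Krt15 was 1.03 ± 0.20 higher, and Col17a1 was at least 1.64-fold higher. Nfatc1, a regulator of HFSC quiescence, was 1.08 ± 0.12 higher with both groups below the background level. Sox9 was 1.04 ± 0.13 lower, and Lgr5 fell by 1.63 below the background level in both groups. The bulge list had camera adjusted p = 0.0207, and adjusted p = 0.339 with an estimated correlation. Its median of 0.26 turned to -0.09 when arrays were centred on the positive control rows (10 higher, 10 lower), and the call ended after centring on the median (adjusted p = 0.0995), with quantile normalization (adjusted p = 0.171), under receptor centring (adjusted p = 0.438) and among protein-coding genes (adjusted p = 0.194). Of 21 hair germ and activated progenitor genes, 16 were lower and 1 higher, also when adjusted over the list alone, among them Dlx3, at least 15.9-fold lower, and Msx2, at least 6.36-fold lower. The camera adjusted p was 0.000142, and adjusted p = 0.351 with an estimated correlation. Under receptor centring 10 hair germ genes were lower and 5 higher, with a median of -0.22 in place of -1.01. The gene Cdkn1a, which encodes p21, differed by -0.14 ± 0.16 (SE, adjusted p = 0.486), by 0.07 after centring on the median and by 0.26 with quantile normalization. It passed as lower when centred on the positive control rows (-0.48, adjusted p = 0.0331) and as higher under receptor centring (0.65, adjusted p = 0.0082). The study chose a set of niche and ageing genes for qPCR in HFSCs and reported Fgf18, Col17a1 and Dcn as elevated and Sirt2, Sirt7 and S100a4 as reduced. All 5 of those tested here were higher, over all genes and adjusted over the list alone, which is the direction the qPCR gave for Fgf18, Col17a1 and Dcn and the opposite for Sirt2 and S100a4. Dcn was 3.14-fold, Sirt2 2.24-fold and S100a4 3.61-fold higher. Fgf18 was 0.40 ± 0.09 higher (SE) below the background level. The row of Sirt7 and Mir6936 differed by 0.11 ± 0.11 (SE, adjusted p = 0.442), a value that was -0.23 when centred on the positive control rows. Both groups lay below the background level (6.23 in WT, 6.34 in arrays labelled Dab2-cKO), so this row says little of Sirt7 RNA. The row of Sirt7 passed as higher after centring on the median of all transcript rows (0.43, adjusted p = 0.0406) and under receptor centring (0.91, adjusted p = 0.0012). For the 5 genes camera gave adjusted p = 0.000559, and adjusted p = 0.167 with an estimated correlation, and the call ended under receptor centring (adjusted p = 0.0695). Fibroblasts also express Dcn, and 16 of 19 fibroblast genes were higher in these arrays. Which cells gave the S100a4 signal was not tested either.

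Markers of cell types other than HFSCs moved with the groups. Of 22 leukocyte genes, 20 were higher and 1 lower, of 16 endothelial genes all 16 were higher, and of 19 fibroblast genes 16 were higher and 2 lower, with the same counts when adjusted over each list alone. Only 9 of the 22 leukocyte, 4 of the 16 endothelial and 12 of the 19 fibroblast genes had a mean above the background level. All of these were higher. Mcpt4, a mast cell protease, was 36.1-fold higher, and Lyz2, a myeloid lysozyme, 22.3-fold higher. Cldn5, of endothelial junctions, was at least 16.4-fold higher, and Dpt, a dermal matrix protein, was 21.2-fold higher. Camera gave adjusted p = 4.37e-14, 2.67e-12 and 9.61e-09 for the leukocyte, endothelial and fibroblast lists. With an estimated correlation these were adjusted p = 0.0726, 0.076 and 0.201. Of 14 adipocyte and muscle genes, 11 were higher and none lower, with camera adjusted p = 4.08e-08 and adjusted p = 0.164 with an estimated correlation. Tnnt3, of fast skeletal muscle, had signals of 16.12 ± 0.36 in WT and 19.20 ± 0.09 in arrays labelled Dab2-cKO (SD, n = 3). Melanocyte genes went the other way. Of 13, 10 were lower and 1 higher (7 and 3 under receptor centring), with Mlana 80.7-fold and Dct 8.41-fold lower. Only 6 of the 13 had a mean above the background level, of which 4 were lower. The camera adjusted p was 0.000687, and adjusted p = 0.126 with an estimated correlation. Of 13 dermal papilla genes, 3 were higher and 6 lower (adjusted p = 0.98), against 3 and 1 after centring on the median and 10 and 0 under receptor centring, and only 3 lay above the background level (2 higher, 1 lower). As deposited, the counts of these last 3 lists were equal when adjusted over the list alone.

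Response genes were higher alongside these markers. All 24 interferon-stimulated genes were higher, over all genes and adjusted over the list alone, with a median 3.13 above that of all genes. Ifit1 was at least 10.9-fold higher and Usp18 at least 4.37-fold higher. The camera adjusted p was 1.83e-19, and adjusted p = 0.0726 with an estimated correlation. Of 25 immediate early and dissociation-stress genes, 16 were higher and 1 lower, and 16 and 2 when adjusted over the list alone, with Fosb 41.8-fold and Fos at least 8.65-fold higher. Camera gave adjusted p = 2.44e-08, and adjusted p = 0.076 with an estimated correlation. In the same arrays 20 of 22 leukocyte and 16 of 19 fibroblast genes were higher.

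**Figure D2:**
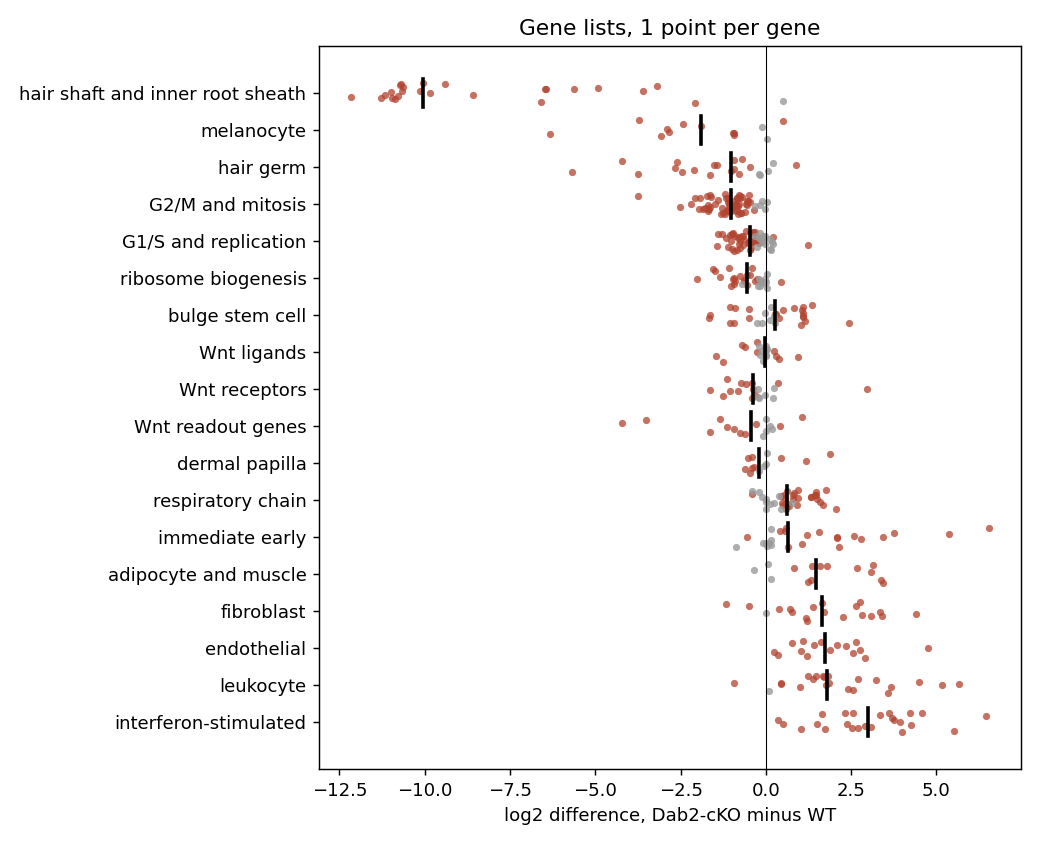
Log2 difference of Dab2-cKO minus WT (horizontal axis) for every tested gene of 18 lists. Each point is 1 gene, red where the limma adjusted p was under 0.05 and grey otherwise, and the black bar is the median of the list, which was -10.05 for hair shaft and inner root sheath genes and 2.99 for interferon-stimulated genes.

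Across the 30671 genes, 15509 differed between the groups, 5590 higher and 9919 lower in arrays labelled Dab2-cKO. Of these, 2017 were higher and 3229 lower by at least 2-fold. The groups did not overlap for 63.5% of genes, where chance gives 10%. The division into higher and lower depended on the scaling. The median difference over all genes was -0.14 as deposited and 0.07 after each array was centred, and the share of calls that were lower was 64.0% as deposited, 41.5% after centring, 44.3% after quantile normalization, 86.0% when centred on the positive control rows and 9.64% when centred on the receptor genes. Centring moves every gene of an array alike, so a list's median relative to all genes does not change with it. List medians are therefore given relative to all genes where stated. Among protein-coding genes 4942 were higher and 5190 lower. Of 955 small nucleolar RNA genes 618 were lower and 18 higher, and of 1531 olfactory and vomeronasal receptor genes, the set behind the background level, 1130 were lower and 2 higher. Of the changed genes, 9447 lay below the background level in both groups. The limma p-values of single genes rest on the spread between the 3 biological replicates of each group. Camera p-values at the preset correlation rest on the spread over genes and on that assumed correlation. They do not measure the spread between replicates.

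**Figure D3:**
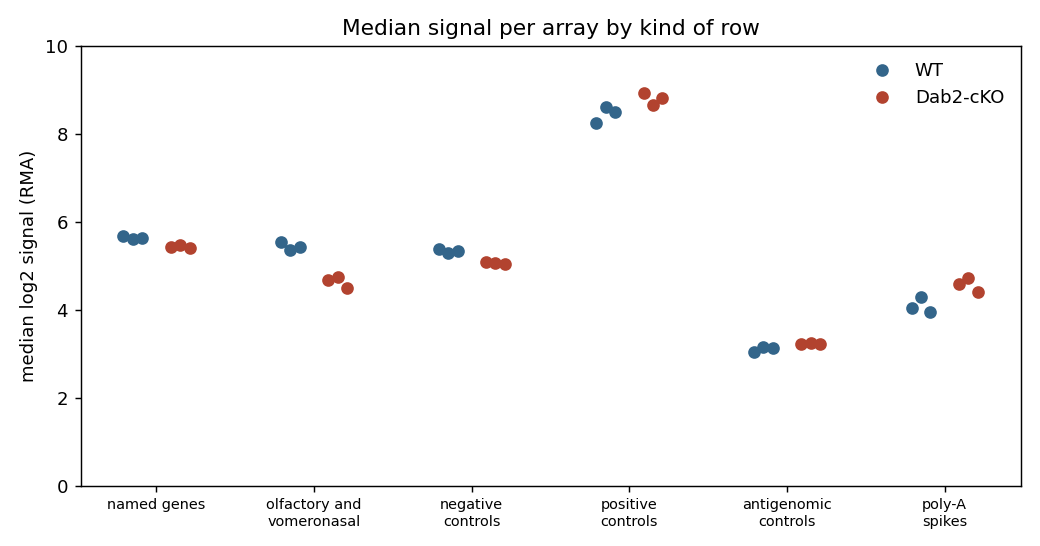
Median log2 RMA signal (vertical axis) of each array for 6 kinds of rows, with 3 WT and 3 Dab2-cKO arrays. Receptor rows had medians of 5.44 in WT and 4.65 in arrays labelled Dab2-cKO as means of 3 arrays, and positive control rows 8.46 and 8.81.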

Values the study reported

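By qPCR the study found Dab2 mRNA lowered by about 80% in Dab2-cKO epidermis, for which its methods give an age of PD68. At PD35 it reported about 6 Ki67-positive cells per bulge in WT and about 0.1 in Dab2-cKO. By flow cytometry at the same age it reported a reduction of about 45% in the CD34 and α6-integrin double-positive population of Dab2-cKO mice.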

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

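The tests of the rows outside the gene comparison and of a single offset were chosen only after the result was seen, and the chromosome Y test was fixed before its result was seen.

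Rows outside the gene comparison also differed between the groups. Of the 34731 transcript rows without a single gene name, a few of which are the shared rows given above, 13302 passed the limma threshold, 1566 higher and 11736 lower in the arrays labelled Dab2-cKO. The negative control rows had a median difference of -0.27. The 4 poly-A spike control rows had a median difference of 0.53, and the dap spike was 1.30 ± 0.13 log2 units (SE) higher.

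Olfactory and vomeronasal receptor genes were lower in the arrays labelled Dab2-cKO, by a median of 0.80 log2 units. A single offset for all genes is argued against, since the median was still -0.59 after each array was centred. Genomic DNA in the WT preparations may have raised rows of unexpressed genes. Female mice lack chromosome Y. The 66 chromosome Y genes had a difference 0.42 above that of autosomal receptor genes of the same mean level, as this explanation needs. The 95% bootstrap interval over genes, which are not independent replicates, was 0.38 to 0.55. The test cannot single out genomic DNA, because other classes, not matched by level, also differed from receptor genes. Median differences were -0.21 for long noncoding RNA genes, -0.24 for pseudogenes and -0.27 for negative control rows. Small nucleolar RNA genes (-0.74) and small nuclear RNA genes (-0.88) lay near the receptor genes. A genotype effect was not tested and stays open.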

How the results depend on the processing

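Centring on positive control rows or receptor genes, the protein-coding test and the tests of shared rows, with their scalings over all transcript rows, were chosen after the data were seen. The count of 15509 changed genes became 4796 (2425 higher, 2371 lower) among the genes above the background level. Over all rows it became 27886 (21034 lower). These settings tested 7498 genes and 65956 rows in place of 30671 genes. The share of calls that were lower also moved, from 64.0% to 49.4% above the background level and 75.4% over all rows. The number tested alone does not give such a shift. The count became 5266 (2019 higher, 3247 lower) with a 2-fold threshold and unadjusted p. With a 2-fold threshold and adjusted p it became 5246 (2017 higher, 3229 lower). Centring on the median gave 8587 higher and 6084 lower, quantile normalization 6441 lower, centring on positive control rows 2586 higher and 15928 lower, and centring on receptor genes 24872 changed, 22474 higher and 2398 lower. Protein-coding genes alone gave 5575 lower. The methods' t-test gave 16527 genes at unadjusted p and 12663 after Benjamini-Hochberg adjustment. Leaving out 1 array gave 12349 to 14111 changed genes, 4666 to 5246 higher and 7683 to 8865 lower, 25 to 27 called lists, a Dab2 difference of 2.30 to 2.38, and 11 of 11 study-named genes lower each time. Of these 11 genes 7 were tested and lower above the background level, and 6 were lower under receptor centring. Dab2 was higher in each alternative limma fit, from 1.99 to 3.13, with adjusted p from 6.93e-08 to 0.000707.

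Of 41 lists camera called 26, and 0 with an estimated correlation (smallest adjusted p = 0.0726, 11 lists at unadjusted p), while fry called 33 on its own question. The companion layer list went down by fry (adjusted p = 0.000537), with a median of 0.0086. The camera direction of the epidermal differentiation list turned under receptor centring without passing (adjusted p = 0.889), while its median of 1.63 lay 0.97 above that of all genes. The median and camera differed in sign for Wnt transduction, Wnt inhibitor, cholesterol and TGF-β lists, and the mean and camera for CDK inhibitor, Wnt transduction, companion layer and dermal papilla lists, none of them called. Under receptor centring these differences turned upward: Ccne2 0.11, Wnt10b 0.11, Corin 0.18, Rspo3 0.28, Erbb3 0.28, Slc4a1 0.22, Bpgm 0.55, Rps28 0.30, Rps24 0.39, Cdkn1a 0.65, and the row of Ccnd1 0.0302 and the row of Dvl2 0.71. Of all values of 173 named genes under the alternatives, 2793 stayed on their side of the threshold, 87 no longer passed, 4 newly passed in the same direction and 10 changed sign with a call on at least 1 side. Of the 2793, 3 changed sign without a call, Cdkn1a after centring on the median (0.07) and with quantile normalization (0.26), and Axin2 when centred on the positive control rows (-0.15). Where neither scaling nor the number of genes tested shows it, the cause was not tested. Signals near the background level limit what can be said of dim genes.

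Replicate numbers did not pair the arrays, and no array correlated best with its own number. Deviations of same-numbered arrays correlated at -0.08, -0.22 and -0.02, and with the replicate block 12672 genes changed (4682 higher, 7990 lower), 26 lists were called, Dab2 differed by 2.34 (adjusted p = 0.000707) and 11 study-named genes were lower.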

Other observations

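The tests of explanations for the Dab2 and hair shaft patterns and the count over other splits were chosen only after the results were seen, as was receptor and positive control centring.

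Metabolic and epidermal genes also differed. Of 38 respiratory chain and ATP synthase genes, 26 were higher and 1 lower in the arrays labelled Dab2-cKO (15 and 3 when centred on the positive control rows), with Ndufa9 4.16-fold higher. For this list camera gave adjusted p = 2.79e-09, and adjusted p = 0.167 with an estimated correlation. Of 22 glycolysis and hypoxia genes, 15 were higher and 1 lower (8 and 3 when centred on the positive control rows), with Tpi1 6.95-fold higher. The camera adjusted p was 2.22e-06, and adjusted p = 0.164 with an estimated correlation. Of 19 infundibulum, isthmus and sebaceous gland genes, 11 were higher and 2 lower, with Far2, an enzyme of wax synthesis, 23.0-fold higher. For this list camera gave adjusted p = 3.19e-06, and adjusted p = 0.228 with an estimated correlation. Of 25 epidermal differentiation genes, 14 were higher and 7 lower, with Hrnr 26.8-fold higher and Tgm3 at least 5.69-fold lower. The camera adjusted p was 0.0106, and adjusted p = 0.231 with an estimated correlation, and the call also ended after centring on the median (adjusted p = 0.144), with quantile normalization (adjusted p = 0.0961) and among protein-coding genes (adjusted p = 0.117). Of 11 basal epidermal genes, 7 were higher and 2 lower, with camera adjusted p = 0.0023 and adjusted p = 0.228 with an estimated correlation. Leukocyte (20 of 22), endothelial (16 of 16) and fibroblast (16 of 19) genes were higher in the same arrays, and p53, basal, Schwann, hemidesmosome and senescence lists, described here and next, were not called under receptor centring (adjusted p = 0.0695, 0.122, 0.107, 0.122 and 0.0585).

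Of 27 p53 target genes, 15 were higher and 3 lower (7 and 7 when centred on the positive control rows), with Ccng1 8.03-fold higher and Fas 5.53-fold lower. For this list camera gave adjusted p = 0.000378, and adjusted p = 0.231 with an estimated correlation. Of 31 clathrin endocytosis genes, 13 were higher and 3 lower (8 and 8 when centred on the positive control rows, 28 and 0 under receptor centring), with Lrp1 3.96-fold higher. Camera gave adjusted p = 0.001, and adjusted p = 0.231 with an estimated correlation, and the list's median of 0.20 turned to -0.15 when arrays were centred on the positive control rows. Of 22 hemidesmosome and basement membrane genes, 13 were higher and 5 lower (7 and 6 when centred on the positive control rows, and 8 and 0 of the 9 above the background level), with camera adjusted p = 0.0034, adjusted p = 0.331 with an estimated correlation and adjusted p = 0.0501 among protein-coding genes. Of 7 Schwann cell and neural genes, 5 were higher and 1 lower (1 and 1 when centred on the positive control rows), with only 1 above the background level, which was lower, and with camera adjusted p = 0.0037 and adjusted p = 0.167 with an estimated correlation. Of 23 sirtuin and senescence genes, 9 were higher and 5 lower (5 and 8 when centred on the positive control rows, 22 and 1 under receptor centring), with camera adjusted p = 0.0252, adjusted p = 0.238 with an estimated correlation and adjusted p = 0.194 among protein-coding genes, and their median of 0.07 turned to -0.28 when centred on the positive control rows. Among genes above the background level the calls of the p53, clathrin, senescence and epidermal differentiation lists ended (adjusted p = 0.426, 0.116, 0.136 and 0.24). Adjusted over the list alone, the higher and lower counts were 15 and 7 for epidermal differentiation, 14 and 3 for clathrin, 14 and 5 for hemidesmosome and 6 and 1 for Schwann cell genes, and were equal to those given for the other lists counted here. Camera did not call CDK inhibitors (adjusted p = 0.268), replication histones (0.0929), companion layer genes (0.963), erythroid genes (0.963), heat shock and chaperone genes (0.19), ribosomal protein genes (0.788), cholesterol genes (0.416), TGF-β and BMP genes (0.212) or Notch and Hedgehog genes (0.135). The histone list passed without WT replicate 1 (adjusted p = 0.0385) and among protein-coding genes (adjusted p = 0.0314). The Notch and Hedgehog list passed under receptor centring (adjusted p = 0.0401) and among protein-coding genes (adjusted p = 0.032). Each of these camera calls was of a list lower than other genes. Of 21 Notch and Hedgehog genes, 3 were higher and 10 lower as deposited, and 12 and 5 under receptor centring.

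The Dab2 signal here was at least 3.01-fold higher in the arrays labelled Dab2-cKO. That is opposite in direction to the qPCR value quoted from the study above. The qPCR was measured in the epidermis of older mice and not in sorted HFSCs, so the samples are unlike. The study also reported loss of Dab2 protein in hair follicles by staining of skin sections. It set the tamoxifen dose with a reporter mouse. Neither was examined here.

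Dab2 was higher in the arrays labelled Dab2-cKO, and a swap of single arrays between the groups is argued against, because the lowest correlation between arrays of a label was 0.991 and the highest between labels was 0.936. RNA of other cell types that express Dab2 may add to the signal. Of the 57 endothelial, fibroblast and leukocyte genes, 3 of them in another list too, 91.2% were higher, as this explanation needs. The list counts were known when this test was chosen, so it could not fail. It does not show which cells carried the Dab2 signal. Dcn lay at 17.26 and Lyz2 at 14.39 log2 units, although a CD34 and α6-integrin sort of epidermal cells is meant to remove such cells. Probes outside the deleted part could hide a fall, but would not by themselves give a rise of 2.34 log2 units. Since 1 row gives the whole gene, which part carries the signal cannot be told. Genotype, the Cre transgene, present in Dab2-cKO alone, and an exchange of both groups' labels were not tested and stay open. In the arrays as labelled, Mki67, Lef1 and Nfatc1 signals run the same way as the study's stains at this age, Nfatc1 below the background level. Cd34, Krt15 and Sox9 signals run against its stains, Sox9 with a mean below the background level. All of these stains were read in the bulge or, for Lef1, in the hair germ. Hair shaft signals were higher in WT, which the study places at anagen II. Whether that stage gives signals such as Krt71 at 18.35 log2 units was not tested.

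Hair shaft genes fell while leukocyte, endothelial and fibroblast genes rose. Scaling between arrays is argued against, as the hair shaft median was -9.26 under the scaling that brought it nearest to 0. A lower share of epithelial cells that raises every other cell type alike was tested with the melanocyte genes. Their median was -1.91, while the lowest median of the other 3 lists was 1.65. The 13 genes did not move alike. Of them 10 were lower (Mlana -6.33), Mitf (-0.11) and Ednrb (0.03) did not pass, and Sox10 was higher (0.50). The list cannot tell fewer melanocytes from lower expression within them, so this test does not decide the question. Cells of the anagen matrix with their melanocytes among the sorted WT cells may contribute, as 10 of the 13 melanocyte genes were lower with the hair shaft genes. That count was known when the test was chosen, so it is no independent evidence for this explanation. Of these melanocyte genes, 2 belong to another list too, Mlana lay at 13.67 log2 units in WT, the sort is meant to remove such cells, and genotype and hair cycle phase, which change together here, stay open.

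Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave as many changed genes as the real one, which was itself. The real split gave 15509 genes by limma and the highest of the others 0, with 17714 and at most 468 at unadjusted p. With 10 splits the share cannot fall under 0.05.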
